# Identification of cellular senescence-specific genes by comparative transcriptomics

**DOI:** 10.1038/srep31758

**Published:** 2016-08-22

**Authors:** Taiki Nagano, Masayuki Nakano, Akio Nakashima, Kengo Onishi, Shunsuke Yamao, Masato Enari, Ushio Kikkawa, Shinji Kamada

## Abstract

Cellular senescence is defined as permanent cell cycle arrest induced by various stresses. Although the p53 transcriptional activity is essential for senescence induction, the downstream genes that are crucial for senescence remain unsolved. Here, by using a developed experimental system in which cellular senescence or apoptosis is induced preferentially by altering concentration of etoposide, a DNA-damaging drug, we compared gene expression profiles of senescent and apoptotic cells by microarray analysis. Subtraction of the expression profile of apoptotic cells identified 20 genes upregulated specifically in senescent cells. Furthermore, 6 out of 20 genes showed p53-dependent upregulation by comparing gene expression between p53-proficient and -deficient cells. These 6 genes were also upregulated during replicative senescence of normal human diploid fibroblasts, suggesting that upregulation of these genes is a general phenomenon in senescence. Among these genes, 2 genes (*PRODH* and *DAO*) were found to be directly regulated by p53, and ectopic expression of 4 genes (*PRODH, DAO, EPN3*, and *GPR172B*) affected senescence phenotypes induced by etoposide treatment. Collectively, our results identified several proteins as novel downstream effectors of p53-mediated senescence and provided new clues for further research on the complex signalling networks underlying the induction and maintenance of senescence.

Cellular senescence was first described as a process of irreversible cell cycle arrest resulting from the limited replicative capacity of human diploid fibroblasts in culture^1^. Although this process, now termed as replicative senescence, is associated with telomere shortening^2^, senescence can be also induced independent of telomere erosion as a consequence of various forms of stress, such as activated oncogenes, reactive oxygen species (ROS), and DNA damage^3^,^4^,^5^, and is referred to as premature senescence. It has been suggested that DNA damage is a common mediator for various forms of senescence induced by diverse stimuli including telomere shortening^6^,^7^,^8^,^9^. In response to DNA damage, the DNA damage response (DDR) is initiated by phosphatidylinositol 3-kinase like kinases such as ATM and ATR. Once activated, ATM and ATR phosphorylate downstream checkpoint kinases Chk1 and Chk2, which in turn phosphorylate and activate p53 to affect cell cycle progression. The p53 tumor suppressor protein is a critical transcription factor that regulates cell proliferation and death^10^. Besides inducing senescence, activated p53 also modulates transient cell cycle arrest and apoptosis to act as a genome guardian. These cellular responses depend on the expression of respective sets of particular p53 target genes^11^,^12^.

Microarray-based gene expression profiling is frequently used to identify targets of transcription factors, and the list of p53 downstream effectors that mediate tumor suppressor function of p53 through induction of transient cell cycle arrest, senescence, and apoptosis is sizable^12^,^13^,^14^. However, the gene expression analyses concerning the different modes of p53 activation have identified overlapping sets of downstream p53 targets, and the p53 transcriptional targets required specifically for initiation and maintenance of senescence phenotypes have not been fully elucidated^15^,^16^. Although the Cdk inhibitor p21, a target of p53, has been considered as central to arrest cell cycle in senescent cells^17^,^18^, senescence induction cannot be explained by the function of p21 alone^19^,^20^.

In the present study, we developed an experimental system in which either senescence or apoptosis is preferentially induced in the same cell line by altering dosage of a DNA-damaging drug and compared gene expression profiles using microarray analysis in an attempt to distinguish genes specific for senescence from those that universally respond to DNA damage. Furthermore, we provide evidence that some of the identified genes are functionally involved in the senescence program.

## Results

### Senescence is induced by the low dose of etoposide, whereas apoptosis is triggered at higher doses

To develop an experimental system in which either senescence or apoptosis is specifically induced, we first investigated the phenotypes of two human tumor lines expressing the wild-type p53, hepatocarcinoma HepG2 cells and osteosarcoma U2OS cells, as a function of the dosage of etoposide, an anticancer drug that causes DNA double-strand breaks. After treatment of HepG2 cells with a relatively lower dose of etoposide (10 μM), we observed the cells showing the senescence-like growth arrest (Fig. 1a). In contrast, treatment with a higher dose of etoposide (50 μM) caused loss of overall cell shape, which represents the morphological sign of apoptosis. To evaluate the extent of senescence and apoptosis induced by different doses of etoposide, cells treated with etoposide at 10, 50, and 100 μM were examined for the markers of senescence and apoptosis. When the cells were treated with the low dose of etoposide (10 μM), the activity of senescence-associated β-galactosidase (SA-β-Gal), a well-known late senescence marker^21^, gradually increased in a time-dependent manner (Fig. 1b and Supplementary Fig. 1a). To assess apoptosis, cells treated with a range of etoposide doses were stained with Annexin V, as a marker of apoptosis (Fig. 1c). Approximately 10% of apoptotic cells were observed in cultures treated with the low dose of etoposide for 48 h, whereas about 30 and 40% of apoptotic cells were measured in cultures exposed to 50 and 100 μM etoposide, respectively. Consistent with this, immunoblot analysis revealed that cleavage of caspase-3 and poly(ADP-ribose) polymerase (PARP), a substrate for caspases, was detected at high etoposide doses (50 and 100 μM) but not at the low dose (10 μM) (Fig. 1d). These results suggest that etoposide at the low dose mainly induces senescence, whereas it causes primarily apoptosis at high doses in HepG2 cells.

To confirm these results, U2OS cells were treated with different doses of etoposide and bleomycin, another DNA damage-inducing drug that has a different mode of action from etoposide to induce DNA double-strand breaks^22^. Consistent with our findings in HepG2 cells, a low dose (2 μM) of etoposide and bleomycin reduced the colony-forming ability of U2OS cells (Supplementary Fig. 1b) and increased the number of SA-β-Gal-positive cells in a time-dependent manner (Supplementary Fig. 1c). In addition, apoptosis occurred at the high dose of etoposide (100 μM) but not at the low dose (2 μM) as evidenced by Annexin V staining and PARP cleavage (Supplementary Fig. 1d,e). These results indicate that senescence is also induced mainly by the low dose of the drugs, and apoptosis predominates at the high dose in U2OS cells.

### p53 transcriptional activation between 24 h and 36 h after treatment with the low dose of etoposide is required for senescence execution

Senescence is mediated through the activation of DDR kinases^6^,^7^,^8^,^9^. Consistently, inhibition or depletion of DDR components (ATM, ATR, or Chk1) effectively prevented etoposide-induced senescence (Supplementary Fig. 2a–d). To further obtain information on DDR kinases responsible for senescence and apoptosis induced by etoposide, we assessed the phosphorylation states of Chk1 and Chk2 (Fig. 1d). ATM and ATR phosphorylate Chk1 at Ser317 and Ser345, which induces functionally essential autophosphorylation at Ser296^23^. The phosphorylation levels of Chk1 at Ser296, Ser317, and Ser345 increased and remained high even after 24 h treatment with the low dose of etoposide, whereas at high doses, Chk1 phosphorylation increased during first 12 h but decreased 24 h after treatment, raising the possibility that a relatively prolonged activation of Chk1 could lead the cells to senescence. ATM and ATR also phosphorylate Chk2 at Thr 68, which promotes dimerization of Chk2 and autophosphorylation at Thr383, Thr387, and Ser516^23^. In contrast to Chk1, the phosphorylation levels of Chk2 at Thr68 and Ser516 similarly increased at both low and high doses.

To confirm the response of Chk1 phosphorylation to the different doses of etoposide, we applied U2OS cells for the analysis (Supplementary Fig. 1e). The phosphorylation of Chk1 at Ser345 increased gradually until 48 h after treatment with the low dose of etoposide, while at the high dose, Chk1 phosphorylation sharply reduced 36 h after treatment. Moreover, although ectopic expression of wild-type Chk1 promoted etoposide-induced senescence, no such effect was observed by overexpressing Chk1 mutant S345A (Supplementary Fig. 2e). These results suggest that the prolonged Chk1 activation after treatment with the low dose of etoposide may be necessary for senescence induction.

Since Chk1 activates p53 by phosphorylation, and p53 is a critical factor for senescence induction, we analyzed the phosphorylation states of p53 (Fig. 1d). The phosphorylation of p53 occurs at several sites, such as at Ser15 and Ser20, and these phosphorylation events are important for p53 stabilization. The phosphorylation levels of p53 at Ser20 dramatically increased until 24 h after treatment with the low dose of etoposide accompanying the increase of p53 protein, and sustained for up to 48 h, which is consistent with the prolonged activation of Chk1 (Fig. 1d). However, high doses of etoposide did not cause such a marked increase of Ser20 phosphorylation or the protein level of p53 during the period of 24–48 h, when compared to the low dose. Meanwhile, p53 phosphorylation at Ser15 increased similarly at both low and high doses throughout the time course of treatment. These results suggest that p53 activation through the phosphorylation at particular site(s) between 24 and 48 h after etoposide treatment may be needed to induce senescence.

To test whether etoposide-induced senescence is dependent on p53, we used siRNAs to deplete *p53*. Knockdown of *p53* remarkably decreased etoposide-induced senescence as determined by SA-β-Gal staining and 5-Bromo-2′-deoxyuridine (BrdU) incorporation assay (Fig. 2a,b and Supplementary Fig. 3), suggesting that senescence induced by the low dose of etoposide is highly dependent on p53. Next, to investigate whether senescence execution is dependent on p53 transcriptional activity between 24 and 48 h after treatment with the low dose of etoposide and, if so, determine at what time point transcription is required, the transcriptional inhibitor, actinomycin D (Act D), was added to the culture medium at four different time points (24, 30, 36, and 42 h) after exposure to etoposide. After 6 h of incubation in the presence of Act D and etoposide, the drugs were washed out by replacing the medium, and cells retreated only with etoposide up to for 48 h after initial etoposide exposure were subjected to SA-β-Gal staining and BrdU incorporation assay (Fig. 2c,d and Supplementary Fig. 4). When treated with Act D from 24 to 30 h (24–30 h) or 30–36 h after exposure to etoposide, senescence was markedly blocked, whereas inhibition of transcription 36–42 h after etoposide exposure partially suppressed senescence, and the addition of Act D after 42 h had no significant effect. These results suggest that the transcriptional activation of p53-target genes between 24 h and 36 h after etoposide treatment is required for senescence execution. Consistent with this idea, treatment with Act D during 0–6 h, 6–12 h, 12–18 h, and 18–24 h following etoposide exposure had little effect on SA-β-Gal activation (Fig. 2e).

Furthermore, we applied the Phos-tag SDS-polyacrylamide gel electrophoresis (SDS-PAGE) method to compare the overall p53 phosphorylation patterns after 24 h treatment with low and high doses of etoposide. The Phos-tag polymerized into the SDS-polyacrylamide gel binds to phosphate groups and enhances the phosphorylation-dependent mobility shift^24^,^25^. Lysates from HepG2 cells treated with low and high doses of etoposide for 24 h were subjected to Phos-tag SDS-PAGE. After treatment with etoposide, p53 was separated into several bands with large mobility differences, whereas no mobility shift was detected in the absence of etoposide (Fig. 2f). More importantly, the p53 banding patterns differed between low and high doses of etoposide. At the low dose, stronger signals were observed in the relatively lower bands, while more intense bands appeared at higher region at the high dose, reflecting the different phosphorylation patterns of p53 between low and high etoposide doses. Since some of the posttranslational modifications of p53, including phosphorylation, influence p53’s target gene selection^26^, these results further support the idea that distinct sets of target genes are transcriptionally activated by p53 in response to different doses of etoposide.

### Twenty genes are upregulated at only low but not high doses of etoposide, and *PRODH* and *DAO* are directly regulated by p53

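RNA from HepG2 cells, an established human liver cancer line, was amplified, labeled with Cy3 and hybridized to 1-color Agilent arrays covering the human transcriptome. There was 1 array for each of 3 conditions, which were control cells, cells treated with 10 μM etoposide (the low dose) and cells treated with 100 μM etoposide (the high dose), and the treatment lasted 30 h. Table 1 names the control DMSO, whereas the labels of the deposited arrays name it untreated. All 3 arrays lay on 1 slide. Each array held 44495 spots, of which 43118 were not control spots, and these measured 34127 probes of 60 bases under 27274 gene names. The authors deposited the scanner output, in which the Feature Extraction software (version 10.7.3.1) had subtracted the background from the intensity of each spot without scaling the arrays to each other. In control cells, 20109 probes were well above background, compared with 19836 at the low dose and 20150 at the high dose, and no spot was saturated. The log2 signal of each probe was then taken relative to the 75th percentile of its array over all probes. This percentile corresponded to a signal of 514 in control cells, 536 at the low dose and 432 at the high dose, so the scaling raised the high dose relative to the others. Spots marked as outliers by the software were left out, and each gene was represented by its brightest probe. Where a probe was not well above background in 1 of the conditions compared, a signal there under the array's floor was raised to that floor. The floor was the lowest signal among the probes well above background on that array. The fold change is given as a lower bound (at least N-fold). This bound is relative to the floor and does not cover spot noise. A probe not well above background can still lie above the floor. With 1 array per condition, no fold change has a replicate check and no p-value is given.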

To identify downstream transcriptional targets differentially expressed in cells treated with different doses of etoposide, we profiled the transcriptome of HepG2 cells treated with low and high doses of etoposide for 30 h using microarray analysis since this time point was the center of the time period in which senescence was most effectively inhibited by Act D (Fig. 2c–e and Supplementary Fig. 4). Gene expression profiling revealed that 126 genes were upregulated more than 3-fold at the low dose of etoposide as compared with control cells. In addition, when compared the expression profiles of these genes between low and high doses, 25 genes were found to be differentially upregulated by more than 2-fold at the low dose. 

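On the arrays, 215 genes were upregulated more than 3-fold at the low dose compared with control cells. For 125 of them the fold change was measured on both arrays, and for 90 it is a lower bound because the gene was not well above background in control cells. The count was 121 when only probes well above background on all 3 arrays were used and 527 when no filter on dim probes was applied. With a higher floor, the fifth percentile of signals well above background, it was 174. It was 70 with normexp background correction, whose offset of 50 compresses the fold changes of dim genes. A decrease of more than 3-fold was found for 60 genes, of which 23 were measured on both arrays and 37 are lower bounds because the gene was not well above background at the low dose. Among genes with a RefSeq mRNA accession that were well above background on both arrays, the largest increase was that of PVRL4 (NM_030916, now named NECTIN4), whose probe lies on chromosome 1 of hg18 from 159308120 to 159308179. Its signal was 80.8 in control cells and 2708 at the low dose, a 32.12-fold increase. FXYD2 followed with a 24.1-fold increase, then SULF2 with 19.4-fold, GPR172B with 19.3-fold and PDE4C with 14.6-fold. The control signals of FXYD2 (30.0), GPR172B (22.0) and PDE4C (29.6) were near the floor of 19.5, while that of SULF2 was 255. The spot-to-spot SD of these 3 dim fold changes was 0.32, 0.4 and 0.32 on the log2 scale, so their size and order are poorly determined. A second, dimmer probe of FXYD2 was not well above background in control cells and rose at least 1.51-fold. Genes with large decreases included ETV7, which fell to 0.223 of its control value, GDAP1L1 (0.23), TAS2R30 (0.244) and PROM2 (0.259). At the low dose ETV7 (29.4), GDAP1L1 (35.4) and TAS2R30 (25.3) had signals near the floor of 22.7, while PROM2 was at 2731.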

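Of the 215 genes, 80 were also more than 2-fold higher at the low dose than at the high dose. In 24 of the 80 the signal was well above background on all 3 arrays, and in the other 56 at least 1 of the fold changes is a lower bound. The 80 genes included the 20 genes listed in Table 1, MDM2 and PCNA, and 58 other genes, of which 56 were not well above background on at least 1 array. Only probes well above background on all 3 arrays gave 24 genes, raising dim signals to the fifth percentile gave 58, and leaving the arrays unscaled gave 121.

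**Figure D1:**
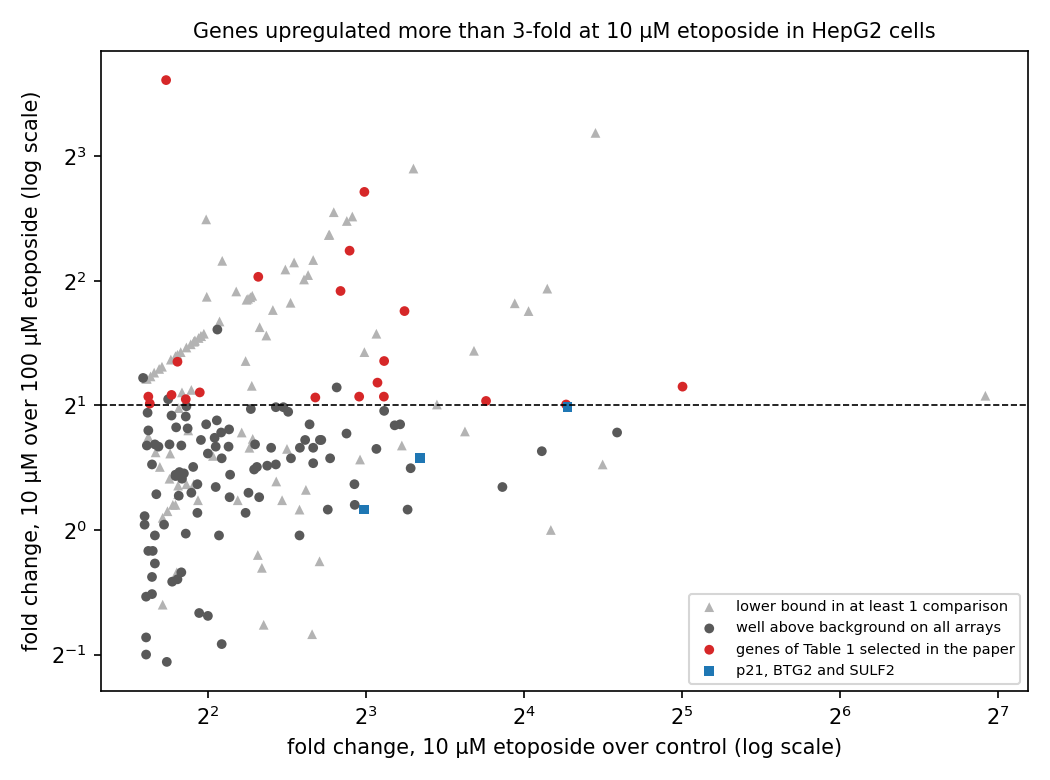
Fold change at 10 μM etoposide over control (horizontal, log scale) against fold change at 10 μM over 100 μM (vertical, log scale) for the 215 genes above 3-fold at the low dose, 1 array per condition. The dashed line marks 2-fold between doses, triangles are genes with a lower bound in at least 1 comparison, and circles and squares are genes well above background on all arrays. All 20 genes of Table 1 lie above the line, and SULF2 lies just under it at 1.98.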

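MDM2 (NM_002392), measured by its brightest probe on chromosome 12 of hg18 from 67525158 to 67525217, was 7.04-fold higher at the low dose than in control cells and 2.21-fold higher than at the high dose. Its other 2 probes also rose, by 4.88-fold and 3.57-fold over control, but were 1.76-fold and 1.62-fold higher than at the high dose. PCNA (NM_002592), whose brightest probe is spotted 10 times, was 4.17-fold higher than in control cells and 3.05-fold higher than at the high dose, and its second probe gave 4.52-fold and 3.11-fold. POLH (NM_006502) was 4.92-fold higher than control at its brightest probe, on chromosome 6 of hg18 from 43696176 to 43696235, and this probe was 1.61-fold higher at the low than at the high dose. The dimmer probe of POLH, with a signal of 26.5 in control cells, was 3.84-fold higher than control and 2.44-fold higher than at the high dose, with a spot-to-spot SD of the latter ratio of 0.26 on the log2 scale. The genes outside Table 1 that passed both thresholds with signals well above background on all 3 arrays were, besides MDM2 and PCNA, LOC100130357 (3.36-fold over control and 2.07-fold between doses) and LOC728276 (3.01-fold and 2.33-fold).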

After exclusion of 3 genes with well-established function in the processes, protein metabolism (*MDM2*), DNA replication (*PCNA*), and translesion DNA synthesis (*POLH*) with the purpose of identifying novel genes that function in senescence and of 2 genes encoding hypothetical proteins, 20 genes were selected for further analysis (Table 1). 

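E2F7 (NM_203394), with a probe on chromosome 12 of hg18 from 75939651 to 75939710, was 7.95-fold higher at the low dose of etoposide than in control cells and 1.21-fold higher at the high dose, which is a 6.56-fold difference between the doses. A second probe of E2F7, not well above background in control cells or at the high dose, was at least 2.72-fold higher than control at the low dose. The p21 gene (CDKN1A, NM_078467, chromosome 6 of hg18 from 36760156 to 36760215) was 7.94-fold higher than control at the low dose and 7.07-fold higher at the high dose, a 1.12-fold difference. BTG2 (NM_006763) rose 10.14-fold and 6.82-fold, a 1.49-fold difference. SULF2 (NM_018837, chromosome 20 of hg18 from 45719831 to 45719890) rose to a signal of 5158 at the low dose and 2097 at the high dose from 255 in control cells, and its difference between the doses was 1.98-fold. The spot-to-spot SD of this ratio is 0.07 on the log2 scale, so it is not distinguishable from 2-fold, and it was 2.46-fold without scaling between arrays.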

Genes previously shown to be involved in senescence induction, such as *E2F7, p21, BTG2*, and *SULF2*^17^,^18^,^27^,^28^,^29^,^30^, were identified to be upregulated in our screening, however, the expression of *p21, BTG2*, and *SULF2* increased to a similar extent at low and high doses (<2-fold difference). After confirming the microarray results by quantitative PCR (qPCR), 17 out of 20 selected genes showed higher expression at the low dose compared with that at the high dose (Table 1; right columns).

To investigate whether the transcriptional activation of the selected genes upon senescence is conserved in other cell lines, and whether it is dependent on p53, we compared U2OS and SaOS-2 cells, which have the wild-type p53 and are deficient of p53, respectively. qPCR analysis showed that 7 out of the 17 genes were upregulated by more than 2-fold in U2OS cells treated with etoposide and bleomycin (Table 2). In contrast, such increases were absent or reduced in SaOS-2 cells with the exception of the *IGFBP2* gene, suggesting that upregulation of 6 genes (*PVRL4, PRODH, LY6D, DAO, EPN3*, and *GPR172B*) upon etoposide treatment is dependent on p53 (Tables 2 and 3). Furthermore, these results were confirmed by using p53-knockdown HepG2 cells (Fig. 3a). Next, we tested whether p53 binds to the genomic regions of the 6 genes. By analyzing the sequences of these genes, we identified putative p53 response elements: in the promoters of *PVRL4, LY6D*, and *EPN3*; in the first intron of *DAO*; in the third intron of *PRODH* consistent with the previously reported p53-binding site^31^; in the fourth intron of *GPR172B*. Chromatin immunoprecipitation (ChIP) assay using the anti-p53 antibody in HepG2 cells revealed that p53 bound to the genomic regions of *PRODH* and *DAO* when treated with etoposide (Fig. 3b). Furthermore, the protein levels of PRODH and DAO also increased in response to etoposide in HepG2 and U2OS cells, which was abolished by *p53* depletion and was absent in SaOS-2 cells (Fig. 3c,d). These results suggest that PRODH and DAO are directly regulated by p53 upon DNA damage.

### The identified genes are induced during replicative senescence in Hs68 cells

To examine whether expression of the selected genes is induced during replicative senescence, we assessed the expression levels of the 6 genes in normal human diploid fibroblasts Hs68 cells triggered to undergo senescence by replicative exhaustion (Fig. 4). Induction of replicative senescence in aged Hs68 cells (at passages 58 and 65) was confirmed by SA-β-Gal staining (Fig. 4a). The mRNA levels of all 6 genes and the protein levels of PRODH and DAO were elevated during the culture passages to various extents (Fig. 4b,c). These results suggest that upregulation of these genes is a general phenomenon in senescence.

### PRODH, DAO, and EPN3 promote senescence, whereas GPR172B inhibits senescence

To test whether the 6 genes functionally contribute to the senescence program, expression vectors containing these genes were introduced individually into U2OS cells (Fig. 5a–c). Immunoblot analysis validated that each of the proteins was expressed in cells (Fig. 5a). Ectopic expression of p21 (positive control), PRODH, LY6D, and EPN3 enhanced senescence regardless of whether or not etoposide was present (Fig. 5b). Ectopic DAO facilitated etoposide-induced SA-β-Gal expression, whereas the cells overexpressing GPR172B showed decreased SA-β-Gal activity in the presence of etoposide. Furthermore, ectopic expression of p21, PRODH, DAO, PVRL4, and EPN3 decreased the colony-forming ability (Fig. 5c). In addition, Hs68 cells overexpressed with PRODH, LY6D, DAO, and EPN3 showed impaired proliferation as judged by BrdU incorporation assay (Fig. 5d). These results suggest that PRODH, DAO, and EPN3 can promote senescence, and that GPR172B may act to suppress senescence.

## Discussion

DNA-damaging anticancer drugs such as etoposide and bleomycin can induce both senescence and apoptosis^32^,^33^. Although this demonstrates that DNA damage is a critical initiator of senescence and apoptosis, the mechanism underlying the determination of the choice between senescence and apoptosis is currently unknown. The results presented in this study indicate that treatment of cells with relatively lower doses of etoposide induces senescence, whereas high doses of the drug induce apoptosis. In addition, we found that Chk1 activation is more prolonged in cells exposed to the low dose of etoposide, and that the transcriptional activity of p53 between 24 h and 36 h after etoposide treatment is required for senescence execution in HepG2 cells. In this time point, the phosphorylation patterns of p53 were differed between low and high doses of etoposide. Consistent with this, Chk1 has been reported to phosphorylate p53 at multiple sites within both N- and C-terminal regions and affect p53 transcriptional activity^34^,^35^. In conclusion, we reasoned that genes crucial for senescence execution were transcriptionally activated by p53 between 24 h and 36 h after etoposide treatment in HepG2 cells.

Comparison of gene expression profiles between cells treated with low and high doses of etoposide allowed us to identify 20 genes that were specifically upregulated in senescent cells. Among these genes, we confirmed that upregulation of 6 genes (*PVRL4, PRODH, LY6D, DAO, EPN3*, and *GPR172B*) were dependent on p53. To our knowledge, none of them has yet been linked to the senescence or ageing process. Furthermore, ChIP analysis validated the direct interaction of p53 with the genomic regions of *PRODH* and *DAO*. While *PRODH* has been shown to be directly regulated by p53^31^, the transcriptional activation of *DAO* by p53 has not been described. Recently, it has been reported that *DAO* expression is controlled by the binding of transcription factor Pax-5 to two *cis*-acting elements located 60 bp upstream (−60) and 4464 bp downstream (+4464) of the transcription start site of the *DAO* gene^36^. Since the putative p53-binding site targeted in our study (+2287) is distinct from those two elements, this result indicates that the DAO expression level may be cooperatively regulated by multiple transcription factors depending on the cell context.

We further found that overexpression of PRODH, DAO, and EPN3 promoted senescence. Among these proteins, PRODH and DAO are oxidases, both of which are known to produce ROS as byproducts of substrate oxidation^37^,^38^. It is widely accepted that ROS induce senescence thorough oxidative stress^7^,^8^,^9^,^39^. ROS levels increase in both replicative and premature senescence, and treatment of cells with a sublethal dose of H_2_O_2_ induces senescence^4^. Accordingly, ROS are considered to be strong candidates that mediate senescence-promoting effect of these oxidases. On the other hand, EPN3, a member of the epsin family, plays an important role as an accessory protein in clathrin-mediated endocytosis^40^. Endocytosis has been reported to negatively regulate senescence under normal growth conditions^41^, but at the same time clathrin-mediated endocytosis also promotes autophagy, a cellular catabolic process that contributes to senescence induction^42^,^43^,^44^, which leads us to predict that p53 utilizes multiple mechanisms to regulate senescence. Furthermore, we observed that ectopic expression of GPR172B inhibited senescence. This effect appears to be reasonable because GPR172B is a membrane transporter for riboflavin (also known as vitamin B2) that acts as a coenzyme for redox enzymes essential for cellular homeostasis^45^,^46^. This result raises the possibility that p53 also drives a negative feedback loop that limits activation of senescence-inducing signalling pathways to prevent accidental induction of senescence. However, further investigation is necessary to elucidate the precise mechanisms by which these genes influence the senescence program.

In conclusion, the comparative genome-wide expression analysis presented here elucidated novel genes specifically upregulated in senescence. In particular, the 6 genes are regulated by p53, and some of them are functionally involved in senescence possibly through multiple cellular processes, including oxidative stress response, endocytosis, and intracellular redox balancing system. These data on gene regulation by p53 thus enhance our understanding of the mechanism underlying p53-dependent senescence. Besides permanent growth arrest and SA-β-Gal, senescent cells show a wide variety of features, such as enlarged and flattened cell morphology, vacuole formation, inflammatory secretory phenotype, and heterochromatic foci formation; however, the detailed molecular mechanisms underlying these phenotypes are still unclear. Further functional characterization of the newly identified genes will hopefully lead to a better understanding of the molecular basis of senescence and its associated phenotypes.

## Methods

### Cell culture, treatment, and transfection

HepG2 (a human hepatocellular carcinoma line; a gift from Dr. S. Shimizu) cells were cultured in RPMI 1640 medium (Wako) supplemented with 10% fetal bovine serum (FBS). U2OS (a human osteosarcoma line; ATCC), SaOS-2 (a human osteosarcoma line; a gift from Dr. M. Takahashi), and Hs68 (normal human diploid fibroblasts; IFO50350, JCRB Cell Bank)^47^ cells were cultured in DMEM (Wako) supplemented with 10% FBS. For senescence induction, HepG2 cells were treated with 10 μM etoposide (Sigma Aldrich) for 48 h and used for subsequent assays, while U2OS cells were treated with etoposide or bleomycin (Wako) at 2 μM for 48 h and cultured in the medium without the drugs for additional 5 days to develop senescent phenotypes. CGK733 (Merck Millipore) or KU-55933 (Merck Millipore) was added to the medium 1 h before etoposide treatment. Inhibition of transcription was achieved by incubating the cells with 50 ng/ml Act D (Sigma Aldrich). Transfection with expression vectors was performed using FuGENE HD (Promega) according to the manufacturer’s instruction. The transfectants were selected with 800 μg/ml G418 (Wako) for 5 days where indicated.

### Senescence assays

For colony formation assay, 1000, 5000, or 10000 cells were plated in 35-mm dish, cultured for 7–10 days, and stained with crystal violet (Wako). Detection of SA-β-Gal activity was performed using Senescence β-Galactosidase staining kit (Cell Signaling Technology) according to the manufacturer’s instruction. Briefly, the cells were fixed with 2% formaldehyde/0.2% glutaraldehyde. After incubation with SA-β-Gal staining solution (1 mg/ml 5- bromo-4-chloro-3-indolyl-β-D-galactoside, 40 mM citric acid/sodium phosphate [pH 6.0], 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 150 mM NaCl, 2 mM MgCl_2_) for 12 h (HepG2 cells) or 24 h (U2OS and Hs68 cells), the cells were examined under fluorescence microscope (model BZ-8000; Keyence). At least 100 cells were counted to determine the percentage of SA-β-Gal positive cells. For BrdU incorporation assay, cells were labeled with 10 μM BrdU (Sigma) for 6 h (HepG2 cells) or 24 h (Hs68 cells). For BrdU immunostaining, the labeled cells were fixed with 3.7% formaldehyde in PBS and permeabilized with 0.5% TritonX-100. DNA was hydrolyzed by exposing cells to 2 N HCl for 10 min, and then cells were incubated with anti-BrdU antibody (BD Pharmingen, 555627) in Can Get Signal immunostain Solution B (TOYOBO) overnight at 4 °C followed by incubation with TRITC-conjugated secondary antibodies (Molecular Probes, T2762) for 1 h at room temperature. After staining nuclei with 10 μM Hoechst 33342, cells were examined under fluorescence microscope (model BZ-9000; Keyence).

### Apoptosis assay

The Annexin-V-FLUOS Staining Kit (Roche) was used to detect apoptotic cells according to the manufacturer’s instruction. The cells were harvested and resuspended in Annexin-V-FLUOS buffer. The stained cells were observed under fluorescence microscope.

### Antibodies

Anti-Caspase-3 antibody (#9662), anti-PARP antibody (#9542), anti-phospho-Chk1 (Ser296) antibody (#2349), anti-phospho-Chk1 (Ser317) antibody (#2344), anti-phospho-Chk1 (Ser345) antibody (#2348), anti-Chk1 antibody (#2345), anti-phospho-Chk2 (Thr68) antibody (#2661), anti-phospho-Chk2 (Ser516) antibody (#2669), anti-Chk2 antibody (#2662), anti-phospho-p53 (Ser15) antibody (#9284), and anti-phospho-p53 (Ser20) antibody (#9287) were obtained from Cell Signaling Technology; anti-p53 antibody (DO-1; sc-126), anti-PRODH antibody (sc-376401), and HRP-conjugated anti-rat antibody (sc-2032) were from Santa Cruz Biotechnology; anti-α-tubulin antibody (T9026) and anti-γ-tubulin antibody (T6557) were from Sigma Aldrich; anti-p21 antibody (K0081-3) and anti-ATM antibody (PM026) were from Medical and Biological Laboratories; HRP-conjugated anti-rabbit antibody (W4011) and HRP-conjugated anti-mouse antibody (W4021) were from Promega; anti-HA antibody (1867423) was from Roche; anti-DAO antibody (6844-1) was from Abcam.

### Immunoblot analysis

The cells were lysed in lysis buffer (1% Nonidet P-40, 50 mM Tris-HCl [pH 7.5], 5 mM EDTA, 150 mM NaCl, 20 mM NaF, 20 mM β-glycerophosphate, 10 μg/ml leupeptin, 10 μg/ml aprotinin, 1 mM phenylmethanesulfonyl fluoride). The lysates were separated by SDS-PAGE and blotted onto Immobilon polyvinylidene difluoride membrane (Merck Millipore). Each protein was detected using primary antibodies, HRP-conjugated secondary antibodies, and the ECL detection reagent (GE Healthcare). Phos-tag SDS-PAGE was performed with polyacrylamide gels containing 100 μM Phos-tag (Wako) and 200 μM MnCl_2_.

### RNA interference

siRNAs for *ATM* (ATM_1: Hs_ATM_8 SI00604730, ATM_2: Hs_ATM_12 SI02663360, ATM_3: Hs_ATM_5 SI00299299, and ATM_4: Hs_ATM_9 SI00604737), *Chk1* (Chk1_1: Hs_CHEK1_8 SI00605094, Chk1_2: Hs_CHEK1_9 SI00287658, Chk1_3: Hs_CHEK1_7 SI00299859, and Chk1_4: Hs_CHEK1_13 SI02660007), *p53* (p53_1: Hs_TP53_3 SI00011655, p53_2: Hs_TP53_7 SI02623747, p53_3: Hs_TP53_9 SI02655170, and p53_4: Hs_TP53_13 SI04384079), and control siRNA (SI03650318) were obtained from Qiagen. HepG2 or U2OS cells were seeded and transfected with 30 nM siRNAs using HiPerFect Transfection Reagent (Qiagen) according to the manufacturer’s instruction.

### Plasmid constructions

The human *Chk1* cDNA (NCBI accession number NM_001114122.2) was amplified from plasmid pF1K-Chk1 (Promega; FXC03424) and cloned into downstream of the Flag tag sequence in the pcDNA3-Flag vector (Invitrogen) to generate pcDNA3-Flag-Chk1. The human *p21* cDNA (NM_001291549.1) was amplified from Flag-p21-WT (Addgene plasmid # 16240; a gift from Dr. M. C. Hung)^48^. The cDNA fragments of human *PVRL4* (NM_030916.2), *PRODH* (NM_016335.4), *LY6D* (NM_003695.2), *DAO* (NM_001917.4), and *EPN3* (NM_017957.2) were amplified from a cDNA sample prepared from U2OS cells. The cDNA fragment of human *GPR172B* (NM_001104577.1) was amplified from a plasmid containing *PAR2 (GPR172B*) cDNA (kindly provided by Dr. Y. Takeuchi). The resultant fragments were digested with appropriate restriction enzymes and cloned into downstream of the HA tag sequence in the pcDNA3-HA vector. To generate Chk1 mutant (S345A), PCR was performed using mutagenic primers. The sequences of primers used for plasmid constructions are listed in Supplementary Table 1.

### RNA isolation and microarray analysis

RNA was isolated using NucleoSpin RNA II (TaKaRa) according to the manufacturer’s instruction. The quantity and purity of the extracted RNA were evaluated using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific). Expression profiling was performed by DNA Chip Research. The purified RNA was amplified and labeled with Cy3 using the One Color Low RNA Input Linear Amplification Kit (Agilent Technologies), then hybridized to Whole Human Genome DNA Microarray slides (4 × 44 K; Agilent Technologies), using the Agilent one-color gene expression hybridization protocol. Microarray slides were scanned in an Agilent Technologies G2505C Microarray Scanner at 5 μm resolution, and the scanned images were analyzed with Feature Extraction Software 10.7.3.1 (Agilent) using default parameters. 

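The precision of a single array can be read only from probes spotted more than once. On these arrays 999 probes were spotted 10 times each, and 33128 were spotted once. Among the repeated probes with signals of 300 to 1000, the median SD of the log2 signal between spots of one array was 0.053 in control cells, 0.048 at the low dose and 0.052 at the high dose. For signals of 20 to 50 it was 0.248, 0.229 and 0.226. These SDs cover the spots of 1 array only, and not the differences between cultures, RNA preparations or labeling reactions, which a single sample per condition leaves unmeasured.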

The microarray analysis was carried out with a single sample, and the obtained data was used to select candidate genes for further analyses, based on the threshold cut-off criteria as described in the Results section. The microarray data have been deposited into the NCBI Gene Expression Omnibus (GEO) database (accession no. GSE61110).

### qPCR

cDNAs were generated from isolated RNA using ReverTra Ace qPCR RT Master Mix with gDNA Remover (TOYOBO). qPCR was performed using THUNDERBIRD SYBR qPCR Mix (TOYOBO) with the LightCycler480 Real-Time PCR System (Roche Applied Science). Primer sequences for qPCR are listed in Supplementary Table 1. Relative expression levels were quantified by constructing a standard curve using serial dilutions of the cDNA samples. *GAPDH* was served as endogenous normalization control.

### ChIP

ChIP assay was performed using the EZ Magna ChIP kit (Merck Millipore). Ten million cells were used per each ChIP experiment. The cells were cross-linked with 1% formaldehyde, treated with 125 mM glycine, and then lysed and sonicated with a Bioruptor UCD-300 (Cosmo Bio) for 4 min at high power. Antibody incubation with chromatin was performed overnight at 4 °C with 1 μg of p53 antibody (DO-1). Antibody-chromatin complexes were washed four times with Wash Buffers and eluted with ChIP Elution Buffer. Cross-links were reversed by incubation at 95 °C for 10 min, and DNA was purified with Spin column. Purified DNA was quantified by qPCR as described above. The JASPAR database (http://jaspar.binf.ku.dk) was used to search for putative p53 response elements. Primer sequences are listed in Supplementary Table 1.

### Statistical analysis

The unpaired, two-tailed Student’s *t*-test was used to calculate *P*-values for all datasets.

## Additional Information

**How to cite this article**: Nagano, T. *et al*. Identification of cellular senescence-specific genes by comparative transcriptomics. *Sci. Rep.* **6**, 31758; doi: 10.1038/srep31758 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
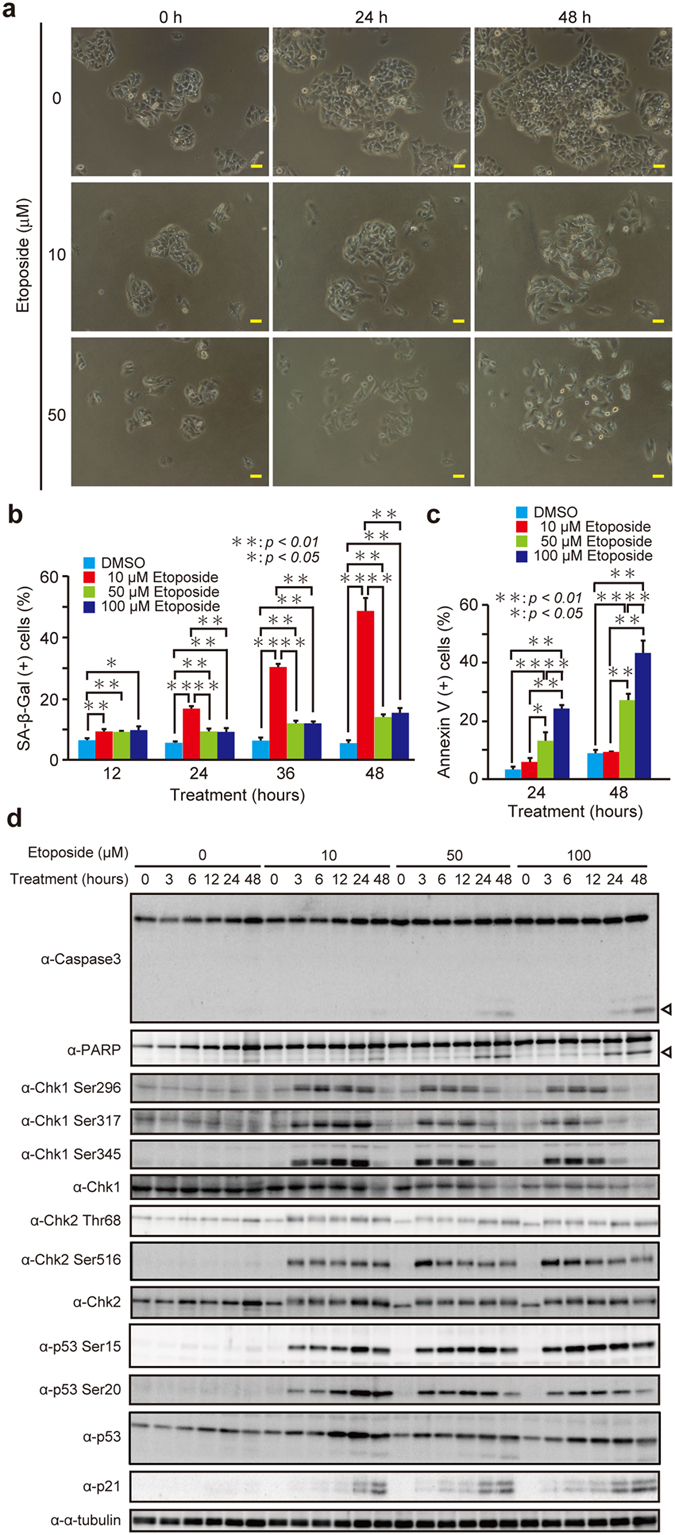
Senescence is induced by the low dose of etoposide, whereas apoptosis is triggered at higher doses in HepG2 cells. (**a**) HepG2 cells were treated with 10 and 50 μM etoposide for 24 and 48 h, and observed under microscope. Bars, 50 μm. (**b–d**) HepG2 cells treated with 10, 50, and 100 μM etoposide for indicated times were subjected to SA-β-Gal staining (**b**), Annexin V staining (**c**), or immunoblot analysis (**d**). Each immunoblot is representative of at least two independent experiments. Arrowheads indicate the cleaved form of the respective proteins. The uncropped images are shown in Supplementary Fig. 5. Data are mean ± SD. Statistical significance is shown using the Student’s *t*-test analysis (*n* = 3); *P < 0.05; **P < 0.01.

**Figure 2:**
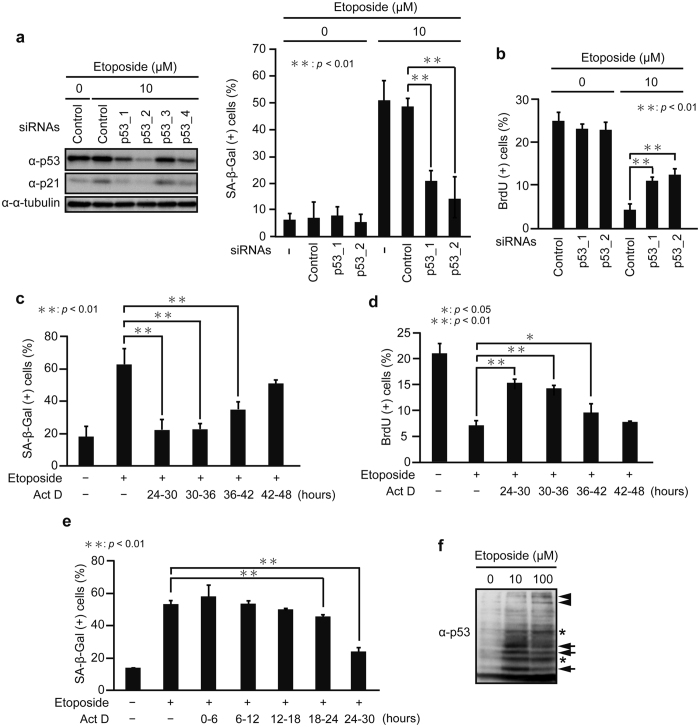
p53 transcriptional activation between 24 h and 36 h after treatment with the low dose of etoposide is required for senescence execution. (**a**) HepG2 cells transfected with siRNAs for *p53* (p53_1, p53_2, p53_3, and p53_4) were treated with 10 μM etoposide for 48 h. The expression levels of p53 and p21 were determined by immunoblot analysis (left), and the percentage of SA-β-Gal-positive cells was quantified (right). The uncropped images are shown in Supplementary Fig. 6a. (**b**) HepG2 cells treated as in (**a**) were subjected to BrdU incorporation assay, and the percentage of BrdU-positive cells was quantified. (**c,d**) HepG2 cells were treated with 10 μM etoposide for various times (24, 30, 36, and 42 h), and then Act D was added to the medium at a concentration of 50 ng/ml. After 6 h of incubation in the presence of Act D and etoposide, the drugs were washed out by replacing the medium, and the cells retreated only with etoposide up to for 48 h after initial exposure to etoposide were subjected to SA-β-Gal staining (**c**) and BrdU incorporation assay (**d**). (**e**) HepG2 cells cultured as in (**c**) but treated with Act D during 0–30 h after etoposide exposure as indicated were subjected to SA-β-Gal staining. (**f**) Lysates from HepG2 cells treated with 10 and 100 μM etoposide for 24 h were subjected to Phos-tag SDS-PAGE and immunoblotted with the anti-p53 antibody. Arrows indicate the bands showing stronger signals at 10 μM than 100 μM etoposide, and arrowheads depict the bands with stronger signals at 100 μM than 10 μM etoposide. Asterisks indicate the bands with no difference between low and high doses of etoposide. The uncropped images are shown in Supplementary Fig. 6b. Data are mean ± SD. Statistical significance is shown using the Student’s *t*-test analysis (*n* = 3); *P < 0.05; **P < 0.01.

**Figure 3:**
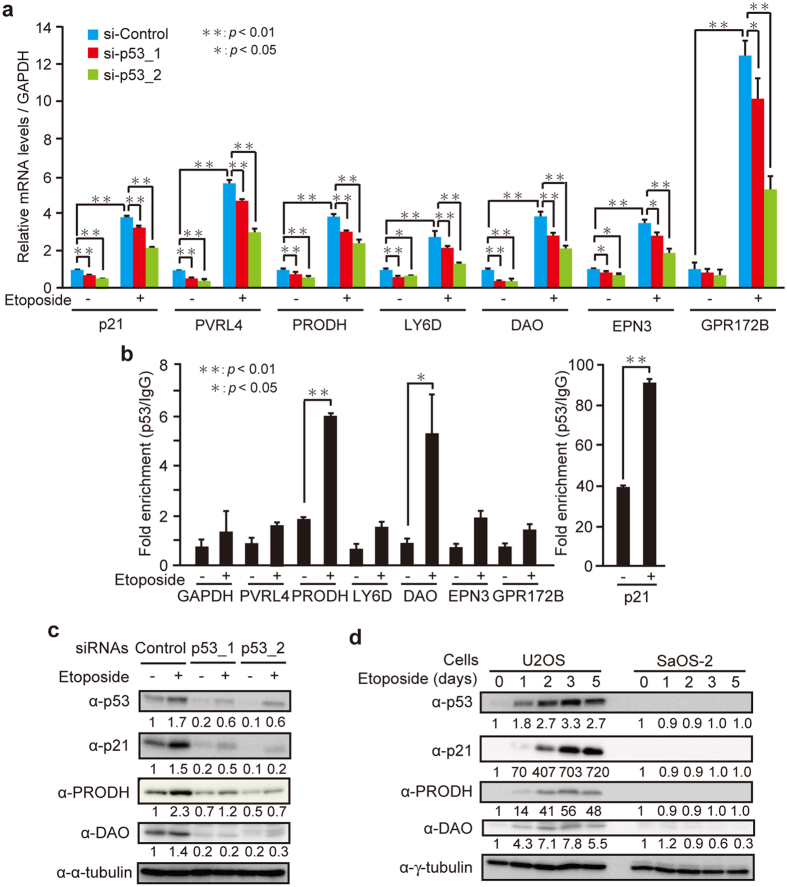
*PRODH* and *DAO* are identified as direct transcriptional targets of p53. (**a**) Relative mRNA levels of indicated genes in HepG2 cells transfected with *p53* siRNAs (p53_1 and p53_2) and treated with 10 μM etoposide for 30 h were determined by qPCR. (**b**) HepG2 cells treated with 10 μM etoposide for 30 h were subjected to ChIP assay with the anti-p53 antibody. The fold enrichment of p53 over normal IgG was determined by qPCR. (**c**) HepG2 cells were transfected with siRNAs for negative control (Control) and *p53* (p53_1 and p53_2). After incubation for 48 h, the cells were treated with 10 μM etoposide for 30 h, and the levels of indicated proteins were determined by immunoblot analysis. The protein levels relative to the α-tubulin level were quantified using NIH ImageJ software and are indicated at the bottom of each lane. The uncropped images are shown in Supplementary Fig. 7a. (**d**) U2OS and SaOS-2 cells were treated with 2 μM etoposide for 1, 2, 3, and 5 days, and the levels of indicated proteins were determined by immunoblot analysis. The protein levels relative to the γ-tubulin level were quantified as in (**c**). Protein levels at day 0 in U2OS and SaOS-2 cells were normalized to 1, respectively. The uncropped images are shown in Supplementary Fig. 7b. Data are mean ± SD. Statistical significance is shown using the Student’s *t*-test analysis (*n* = 3); *P < 0.05; **P < 0.01.

**Figure 4:**
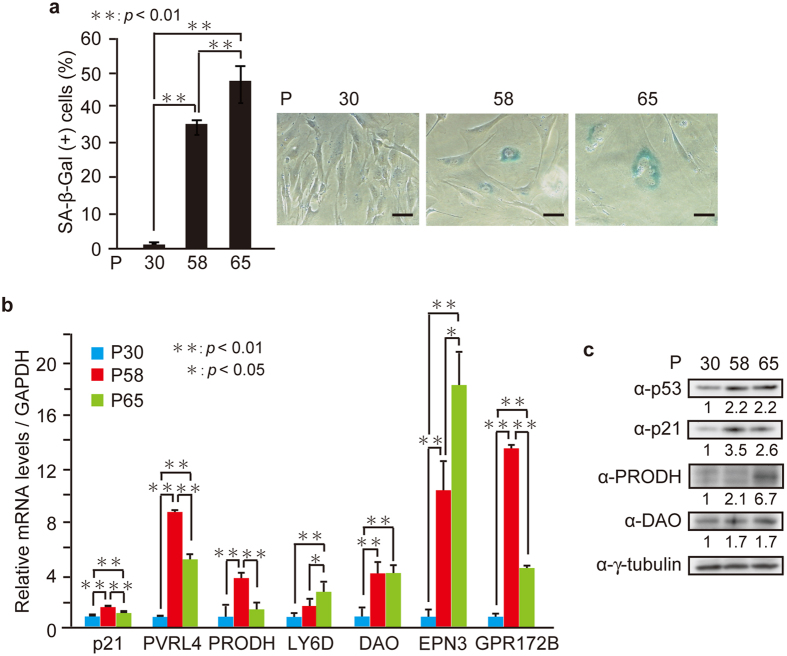
The identified genes are induced during replicative senescence in Hs68 cells. Hs68 cells at passage numbers 30, 58, and 65 (P30, P58, and P65) were subjected to SA-β-Gal staining (**a**), qPCR (**b**), and immunoblot analysis (**c**). (**a**) The percentage of SA-β-Gal-positive cells (left) and representative images (right) are shown. Bars, 50 μm. (**b**) Relative mRNA levels of indicated genes are shown. (**c**) The protein levels relative to the γ-tubulin level were quantified using NIH ImageJ software and are indicated at the bottom of each lane. The uncropped images are shown in Supplementary Fig. 8. Data are mean ± SD. Statistical significance is shown using the Student’s *t*-test analysis (*n* = 3); *P < 0.05; **P < 0.01.

**Figure 5:**
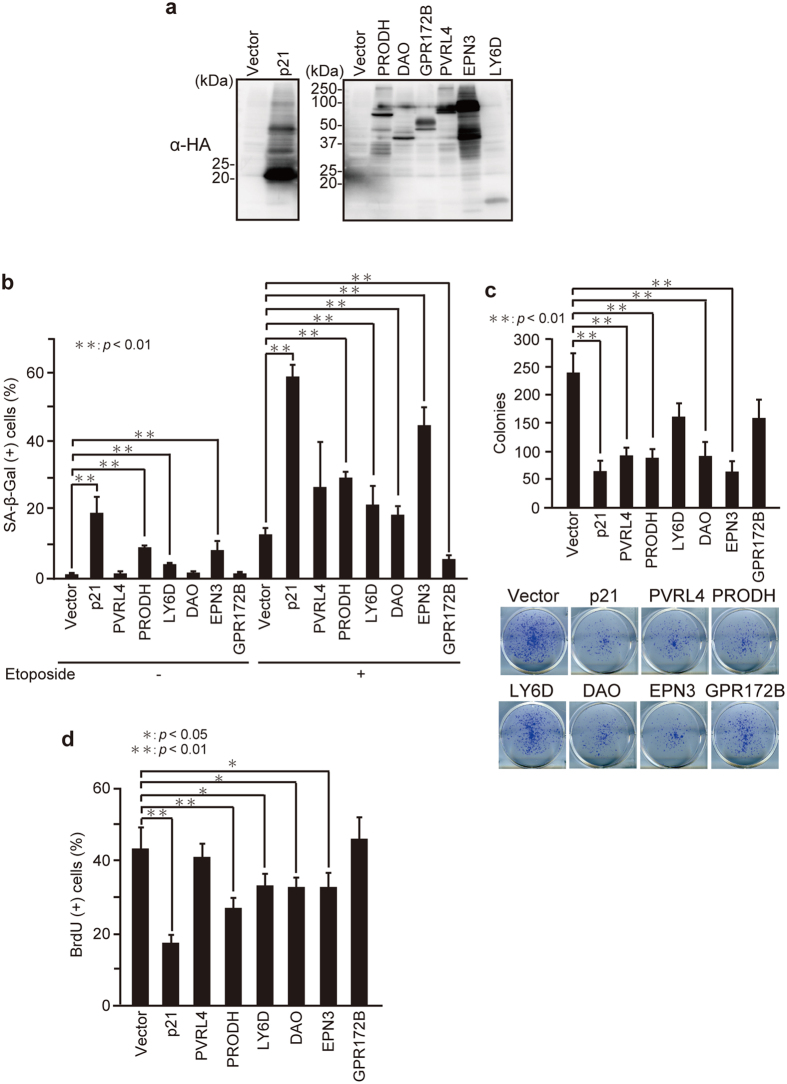
PRODH, DAO, and EPN3 promote senescence, whereas GPR172B inhibits senescence. (**a**) U2OS cells were transfected with pcDNA3-HA containing *p21, PRODH, DAO, GPR172B, PVRL4, EPN3*, and *LY6D*. After incubation for 24 h, lysates were subjected to immunoblot analysis with the anti-HA antibody. The uncropped image is shown in Supplementary Fig. 9. (**b,c**) U2OS cells overexpressed with p21, PVRL4, PRODH, LY6D, DAO, EPN3, and GPR172B, selected with G418, and treated with 2 μM etoposide were subjected to SA-β-Gal staining (**b**) and colony-formation assay (**c**). The number of colonies was counted using NIH ImageJ software. (**d**) Hs68 cells overexpressed with p21, PVRL4, PRODH, LY6D, DAO, EPN3, and GPR172B in combination with EGFP as a transfection marker for 24 h were subjected to BrdU incorporation assay. The percentage of BrdU-positive cells in GFP-expressing cells are shown. Data are mean ± SD. Statistical significance is shown using the Student’s *t*-test analysis (*n* = 3); *P < 0.05; **P < 0.01.

**Table 1:** Relative mRNA levels of selected genes in HepG2 cells treated with 10 and 100 μM etoposide for 30 h.

Gene	Microarray results (Fold change)			qPCR results (Fold change ± SD)		Molecular class
	10 μM/DMSO	100 μM/DMSO	10 μM/100 μM	10 μM/DMSO	100 μM/DMSO	
***PVRL4***	32.09	14.46	2.22	22.30 ± 0.74	15.37 ± 0.65	Adhesion molecule
***GPR172B***	19.25	9.57	2.01	45.13 ± 1.24	23.71 ± 1.39	G protein coupled receptor
***DAO***	13.55	6.62	2.05	15.69 ± 2.62	9.46 ± 0.93	Oxidase
*CCDC74B*	9.47	2.81	3.37	1.56 ± 0.13	1.58 ± 0.10	Unclassified
***LOXL4***	8.66	3.39	2.55	5.41 ± 0.32	2.95 ± 0.38	Oxidase
***EVL***	8.65	4.11	2.10	16.36 ± 1.39	3.65 ± 0.08	Cytoskeletal protein
***PRODH***	8.42	3.71	2.27	8.62 ± 0.57	3.66 ± 0.46	Dehydrogenase
***E2F7***	7.94	1.21	6.56	7.59 ± 0.74	1.63 ± 0.02	Transcription regulation
***LY6D***	7.45	1.58	4.72	6.66 ± 0.23	1.80 ± 0.06	Adhesion molecule
***IGFBP2***	7.30	3.48	2.10	33.60 ± 1.54	10.75 ± 0.23	Secreted polypeptide
*CRABP2*	7.16	1.89	3.79	1.11 ± 0.14	1.44 ± 0.16	Transcription regulation
***EPN3***	6.41	3.07	2.09	6.98 ± 0.47	3.17 ± 0.32	Unclassified
***APOBEC3B***	4.99	1.22	4.09	5.96 ± 0.24	1.57 ± 0.16	RNA binding protein
***IER5***	3.85	1.80	2.14	3.66 ± 0.20	1.97 ± 0.05	Transcription regulation
***ANGPTL2***	3.63	1.76	2.06	3.00 ± 0.38	1.88 ± 0.13	Secreted polypeptide
***SLC48A1***	3.50	1.37	2.55	3.00 ± 0.11	1.61 ± 0.04	Transport/cargo protein
***WBSCR27***	3.41	1.61	2.12	2.94 ± 0.07	1.79 ± 0.35	Unclassified
***E2F2***	3.33	0.27	12.33	2.33 ± 0.15	0.33 ± 0.09	Transcription regulation
*NXPH4*	3.09	1.54	2.01	1.11 ± 1.03	1.06 ± 0.26	Secreted polypeptide
***PPM1D***	3.08	1.47	2.10	3.14 ± 0.13	1.80 ± 0.09	Serine/threonine phosphatase
*p21*	7.94	7.07	1.12	6.40 ± 0.54	5.43 ± 0.27	Cell Cycle control
*BTG2*	10.13	6.82	1.49	7.92 ± 0.81	7.17 ± 0.68	Transcription regulation
*SULF2*	19.37	9.78	1.98	10.60 ± 0.08	6.87 ± 0.09	Sulfatase

Twenty genes that were differentially upregulated at the low dose of etoposide were selected by microarray analysis. 

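All 20 genes of Table 1 passed both thresholds and were well above background on all 3 arrays. Their increases over control at the low dose ranged from 3.08-fold (PPM1D, NM_003620) to the value of PVRL4. The ratio of the low to the high dose was largest for E2F2 (NM_004091, chromosome 1 of hg18 from 23705520 to 23705579), at 12.22, and smallest for GPR172B (NM_017986, now named SLC52A1), at 2.01, and it was under 2.3 for 12 of the 20 genes. With the spot-to-spot SD of each ratio taken from repeated probes of similar signal, 10 of the 20 genes lay within 2 SD of 2-fold and the other 10 lay above it. DAO (NM_001917) was 2.05-fold and EPN3 (NM_017957) 2.09-fold higher at the low dose, both within 2 SD of the threshold, and PRODH (NM_016335) was 2.27-fold higher, outside it. When the percentile was taken over all spots, an alternative chosen after the data were seen, 15 of the 20 genes passed. With normexp background correction 9 passed, but its offset of 50 compresses the fold changes of dim genes. Of the 20 genes, 11 had control signals under 100. At the high dose, 19 of the 20 genes had a higher signal than control cells and 8 were more than 3-fold above it, or 3 with normexp background correction. E2F2 was the exception, at 0.27 of its control value. From the 3-fold threshold over control and the 2-fold threshold between doses, the paper states that these genes were differentially upregulated at the low dose.

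**Figure D2:**
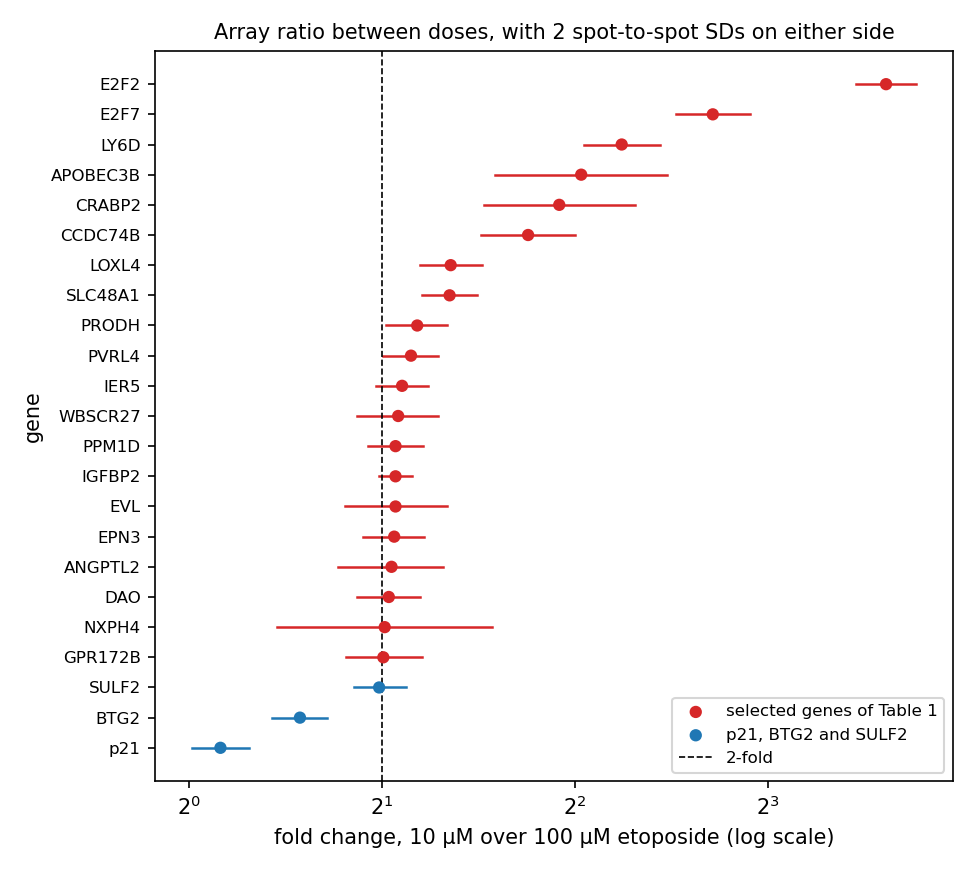
Fold change at 10 μM over 100 μM etoposide (horizontal, log scale) for the 20 selected genes of Table 1 and for p21, BTG2 and SULF2, 1 array per condition. Points are the ratios, bars reach 2 spot-to-spot SDs on either side, and the dashed line marks 2-fold; the bars of 10 selected genes and of SULF2 cross the line.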

Differential upregulation of genes in bold type were confirmed by qPCR.

**Table 2:** Relative mRNA levels of identified genes in U2OS and SaOS-2 cells treated with 2 μM etoposide (Eto) and bleomycin (BLM) for 7 days.

Gene	Fold change ± SD			
	U2OS cells		SaOS-2 cells	
	Eto/DMSO	BLM/DMSO	Eto/DMSO	BLM/DMSO
*PVRL4*	8.27 ± 0.18	9.36 ± 0.48	1.77 ± 0.35	3.16 ± 0.07
*PRODH*	4.59 ± 0.16	6.85 ± 0.46	0.17 ± 0.09	0.55 ± 0.16
*LY6D*	4.10 ± 1.34	4.92 ± 0.84	0.57 ± 0.78	3.39 ± 2.07
*DAO*	3.92 ± 0.28	3.93 ± 0.62	0.55 ± 0.35	1.63 ± 0.09
*EPN3*	3.83 ± 0.46	4.39 ± 0.85	0.14 ± 0.07	0.17 ± 0.06
*p21*	3.47 ± 0.06	3.69 ± 0.01	1.13 ± 0.02	1.28 ± 0.02
*GPR172B*	2.53 ± 0.03	3.04 ± 0.05	0.83 ± 0.15	1.57 ± 0.08
*IGFBP2*	2.48 ± 0.60	2.20 ± 0.29	2.88 ± 0.33	2.32 ± 0.41
*E2F7*	1.92 ± 0.20	1.33 ± 0.03	1.77 ± 0.07	1.38 ± 0.08
*PPM1D*	1.39 ± 0.01	1.53 ± 0.04	0.70 ± 0.00	0.80 ± 0.02
*SLC48A1*	1.37 ± 0.07	1.06 ± 0.03	1.13 ± 0.09	1.33 ± 0.05
*APOBEC3B*	1.00 ± 0.01	1.44 ± 0.07	1.30 ± 0.11	1.26 ± 0.02
*IER5*	0.85 ± 0.02	0.74 ± 0.01	1.53 ± 0.02	1.51 ± 0.05
*ANGPTL2*	0.68 ± 0.02	0.67 ± 0.02	0.28 ± 0.02	0.50 ± 0.00
*E2F2*	0.24 ± 0.08	0.24 ± 0.03	1.32 ± 0.03	0.87 ± 0.11
*LOXL4*	0.14 ± 0.01	0.18 ± 0.01	0.81 ± 0.02	1.57 ± 0.05
*EVL*	N/D	N/D	N/D	N/D
*WBSCR27*	N/D	N/D	N/D	N/D

The levels of *p21* served as a marker for p53-dependent DNA damage responses. N/D, not detected.

**Table 3:** List of the identified genes.

Gene	Full name	Molecular class
*PVRL4*	poliovirus receptor-related 4	Adhesion molecule
*PRODH*	proline dehydrogenase (oxidase) 1	Dehydrogenase
*LY6D*	lymphocyte antigen 6 complex, locus D	Adhesion molecule
*DAO*	D-amino-acid oxidase	Oxidase
*EPN3*	epsin 3	Unclassified
*GPR172B*	solute carrier family 52, (riboflavin transporter), member 1	G protein coupled receptor

How the deposited data were processed for this re-analysis (not part of the article)

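HepG2 cells were profiled on 1-color Agilent arrays with 1 array per condition: control cells, cells treated with 10 μM etoposide and cells treated with 100 μM etoposide, each for 30 h. Conditions were taken from the labels of the arrays and from the paper. The authors deposited, for each array, the scanner output of Feature Extraction (version 10.7.3.1) with the intensity of every spot after background subtraction and detrending within the array, and a table of the whole series. The numbers of that table were equal to those intensities for all 44495 spots of each array, so no scaling between arrays had been applied in it. The paper's text does not name a normalization or a filter on dim probes.

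From the deposited intensity, log2 values were computed, averaged over the spots of a probe with the software's outlier spots left out, and set relative to the 75th percentile of each array. The plan written before the data were examined did not say whether a probe spotted 10 times counts once or 10 times in that percentile. It was counted once, per probe. On seeing the data, it was noticed that this choice gives scale factors that match the array fold changes printed in Table 1, while counting every spot does not, so the choice is not independent of the paper's values. The percentile over all spots is therefore given as an alternative chosen after seeing the data. Of the 69 array fold changes in Table 1, 67 were within 1% of those computed here. The other 2 were both of IGFBP2.

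A fold change needed a signal well above background in the brighter condition, by the software's own call in most spots of the probe. The dimmer signal was raised where needed to the lowest signal well above background on its array, which was 19.5 in control cells, 22.7 at the low dose and 21.6 at the high dose before scaling. Gene names are those of the array design, and probe positions are those of the files, on hg18. Current symbols and gene lengths came from a RefSeq table on GRCh38.p14, from which no position is printed. A length was found for 12788 of 15178 genes well above background on all arrays (84.3%).

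No test between conditions is possible with 1 array each, so counts past a threshold and fold changes are descriptions of these 3 arrays. For gene lists written before the data were examined, the median log2 fold change is given with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. The spread between spots came, for each signal, from the 50 repeated probes nearest to it on the same array. It covers 1 array and not cultures or RNA preparations.

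Genes named in the text are those the paper names from the arrays, the DNA damage genes it names, their paralogs, the 5 with the largest rise and the 5 with the largest fall in each comparison among genes with a RefSeq mRNA accession well above background on both arrays, and the 3 highest and 3 lowest members of a list. This rule was written before the data were examined. Some genes that it selects are not reported here. TREM2, LOC100130357, LOC390834 and LOC728276 were chosen after their values were seen.

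The steps were tested on simulated arrays made from the control array with its spread between spots. The changed genes were drawn from genes with a probe well above background on all 3 real arrays. Rises from below background, given as lower bounds, were therefore not simulated. A simulated spot counted as well above background past 1 fixed signal per array, unlike the software's own call. For 10 μM over control, with 27274 genes, 99 of 99 genes raised by 2.5 on the log2 scale were called and 84 of 101 lowered genes were called, since a gene that falls below background has only a bound. None of the 27044 unchanged genes was called, which reflects spot noise alone and not differences between cultures. A list of 30 genes shifted by 0.5 was recovered at a median of 0.48.

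Alternatives fixed before the data were examined were no scaling, median scaling, quantile normalization, the percentile over probes well above background on all arrays, scaling by spike-in controls, normexp background correction with an offset of 50, other filters on dim probes, outlier or saturated spots treated differently, other rules for genes with several probes, only genes with a RefSeq mRNA accession, probes counted in place of genes, the series table, and other fold thresholds. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used.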

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

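The gene lists with their random lists, and every scaling except the percentile over all spots, were set before the data were examined. The tests of technical explanations, the percentile over all spots and the choice of TREM2 came after the results were seen. The genes and lists below lie outside those the paper discusses, apart from E2F2 among the G1/S genes. Each condition has 1 array, so for every pattern the culture or the array cannot be told apart from the dose.

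TREM2 had the largest lower bound among the genes that passed both of the paper's thresholds. Its signal was 7.46 in control cells, not well above background, 2470 at the low dose and 943 at the high dose. It was at least 121.34-fold higher than control at 10 μM and at least 57.5-fold higher at 100 μM. Both bounds rest on the floor of 19.5 in control cells. The spot-to-spot SD at the measured signals was 0.67 on the log2 scale for both ratios. A defect of the spot on 1 treated array is argued against by the rise on the other, of at least 57.5-fold. A failed spot on the control array stays open, since the control signal of 7.46 rests on 1 spot, which the software did not mark as an outlier. Binding of another transcript stays open too, because the array has 1 probe of this gene.

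A rise of more than 3-fold at 100 μM over control with more than 2-fold over 10 μM, the mirror image of the paper's selection, was found for 150 genes. In 92 of the 150 at least 1 of the fold changes is a lower bound. The count was 96 with dim values raised to the fifth percentile and 843 without a filter on dim probes. It was 13 with normexp background correction, whose offset of 50 compresses fold changes. Scaling between arrays as the whole cause is argued against by 68 of the 150 genes, which were called under all 7 scalings. Only 21 of the 68 were well above background on all arrays. The other 82 were lost under at least 1 scaling, and under spike-in scaling 86 genes were called in place of 150. The 7 spike-in controls above background gave a mean log2 ratio of 100 μM to control of -0.07 (SD 0.03 across the controls), against -0.25 for the 75th percentile, so the shift between these arrays was smaller by the spike-ins. That SD does not cover the amount of spike-in added to each sample, which the arrays do not give, so for the 82 genes a scaling effect and a change of expression cannot be told apart. Among genes well above background on all arrays, 58 were called, and 60 after the trend with probe GC content was taken out, of which 49 were shared, which argues against GC content as the whole cause.

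The median log2 fold change of 33 G2/M genes was -2.85 at 100 μM over control, below all 10000 random lists, with 33 of 33 genes lower. At 10 μM it was -0.07, at the 27.01 percentile. The median of 30 G1/S genes was -1.71 at 100 μM, below all random lists, with 29 lower and 1 higher, and it was 0.75 at 10 μM, above all random lists, with 30 of 30 higher. Compared directly, the median at 10 μM over 100 μM was 2.85 for the G2/M genes, with 33 of 33 higher at 10 μM, and 2.3 for the G1/S genes, with 30 of 30 higher, both above all random lists. Over the scalings these medians ran from 2.78 to 3.16 and from 2.23 to 2.61. They describe these arrays and are no test between conditions. Scaling as the cause is argued against by the medians under every scaling, of which the highest for either list at 100 μM was -1.65. GC content is argued against by the higher median after its trend was taken out, -1.66. A dose effect on cell cycle genes, such as an arrest at another point of the cycle, is a hypothesis and was not tested, and with 1 array per condition the array or culture stays open.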

How the results depend on the processing

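The alternatives with the percentile over all spots, and with probes well above background on all arrays combined with any probe of a gene, were chosen after seeing the data. No paired analysis was possible because each condition has 1 array. The slide was not run as a block, since all arrays lay on 1 slide, and spliced transcript length was not run, since the reference does not give it.

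Scaling moved the comparisons with the high dose. The median of all genes well above background moved by 0.31 on the log2 scale between 10 and 100 μM without scaling, by 0.27 under median scaling and by 0.23 under spike-in scaling. The genes past both of the paper's thresholds went from 80 to 121 without scaling, and to 133 at 1.5-fold between doses. Of the 20 genes of Table 1, 15 passed under all 7 scalings, which argues against scaling as the whole cause of their selection. The other 5 (GPR172B, DAO, EPN3, ANGPTL2 and NXPH4) failed among the scalings when the percentile was taken over all spots, GPR172B and NXPH4 also with the percentile over probes well above background on all arrays and NXPH4 also under quantile normalization. All 20 passed under spike-in scaling, but the amount of spike-in added to each sample is not known. Whether these 5 pass both thresholds on the arrays therefore cannot be told apart from a scaling effect. The paper's qPCR fold changes over control do not depend on this scaling. They were higher at 10 than at 100 μM for GPR172B (45.13 against 23.71) and DAO (15.69 against 9.46). The same held for EPN3 (6.98 against 3.17) and ANGPTL2 (3.0 against 1.88). For NXPH4 they were 1.11 (SD 1.03) against 1.06 (SD 0.26). SULF2 passed without scaling (2.46), under median scaling (2.39) and under spike-in scaling (2.32).

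Genes up at 100 μM numbered 313, against 183 without scaling, 174 under median scaling and 213 under spike-in scaling. Calls that were increases made up 53% at 100 μM, against 32.7%, 30.9% and 38.3% under these and 39.6% under quantile normalization. Genes specific to the high dose numbered 150, against 72 without scaling, 72 under median scaling, 89 under quantile normalization and 86 under spike-in scaling.

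The counts also moved with the treatment of dim signals. Without a filter on dim probes, 527 genes rose and 328 fell at 10 μM, 208 passed both thresholds, 1297 rose and 480 fell at 100 μM and 843 were specific to the high dose. With only probes well above background on all arrays the numbers were 121, 17, 24, 175 and 58 for rises at 10 μM, falls at 10 μM, both thresholds, rises at 100 μM and the high dose, and with any probe of the gene 129, 21, 26, 192 and 67, fewer because fewer genes can be called. Raising dim values to the fifth percentile left 96 specific to the high dose. With normexp correction, whose offset compresses fold changes, 70 rose and 8 fell at 10 μM, 19 passed both thresholds, 9 genes of Table 1 passed, 60 rose and 146 fell at 100 μM and 13 were specific to the high dose. Genes with a RefSeq mRNA accession gave 35 falls at 10 μM and 92 specific to the high dose, as fewer genes were counted.

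At 2-fold over control, 564 rose and 263 fell at 10 μM and 1145 rose and 617 fell at 100 μM. At 4-fold these were 120, 24, 130 and 165.

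The medians of the p53, G1/S and G2/M lists kept their sign, apart from that of G2/M genes at 10 μM, which lay between -0.09 and 0.01. For p53 targets at 10 μM (1.23) the median was 1.11 with normexp and 1.55 with any probe. At 100 μM (0.86) it was 0.61 without scaling, 0.57 under median scaling, 0.68 under spike-in scaling, 0.78 with normexp, 0.94 with any probe and 0.69 with every probe. For G1/S genes at 100 μM it was -1.96, -2.0 and -1.89 under the same 3 scalings and -1.48 with normexp, and for G2/M genes -3.1, -3.14 and -3.03, with -2.97 under quantile normalization and -2.29 with normexp. The cause was not tested beyond these settings. Of 2763 values of 58 named genes over the alternatives, 558 moved by more than the spot noise and none of the called values changed sign.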

Differences from the paper's values

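The paper reports 126 genes above 3-fold at the low dose, and 215 were found here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with only probes well above background on all arrays (121), with dim values raised to the fifth percentile (174), when every probe of a gene had to pass (182), with genes that have a RefSeq mRNA accession (175) and at 4-fold over control (120). It was not under the others. With probes well above background on all arrays and any probe of the gene, an alternative chosen after seeing the values, it was 129.

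The paper reports 25 genes past both thresholds, and 80 were found here. The alternatives set before the data were examined that came within 1.5 times were only probes well above background on all arrays (24) and normexp background correction (19), and the others did not. The alternative chosen after seeing the values, all arrays with any probe, gave 26, which were the 20 genes of Table 1, the 3 genes the paper excluded by name, and LOC100130357, LOC390834 and LOC728276.

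The paper counts POLH among the genes past both thresholds. Its brightest probe gave 1.61-fold between doses here. POLH was called without scaling (2.0), with any probe of the gene, at 1.5-fold between doses, and with the alternative of all arrays and any probe, chosen after seeing the values.

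A section heading of the paper describes the selected genes as upregulated at the low and not at the high dose. Here 19 of the 20 had a higher signal than control at the high dose, 17 to 19 over the scalings, and 8 were more than 3-fold higher, 6 to 8 over the scalings, 3 with normexp background correction and 9 with the median of the gene's probes. The array fold changes printed in Table 1 of the paper give the same 19 and 8. The difference is therefore from the wording of the heading and not from the paper's values.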

Other observations

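The tests of gene length, RNA degradation and probe GC content were written before their results were seen, and the gene lists with their random lists and a correlation with qPCR were planned before the data were examined, the latter without naming a comparison of conditions. The tests of scaling, of GC content as the whole cause or held constant, of spot noise and of the CCDC74B probe were chosen after the results were seen.

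At 100 μM, 313 genes rose and 278 fell more than 3-fold, against 215 and 60 at 10 μM. The larger number of rises depended on the scaling, since 174 rose at 100 μM under median scaling against 212 at 10 μM, and a scaling effect may explain that part. The larger number of falls did not, as the lowest ratio of falls at 100 μM to falls at 10 μM under any scaling was 4.25. Across genes, which are not independent replicates, Spearman's rho of gene length with the log2 fold change at 100 μM was -0.17, short of the limit set in advance for length as a cause, and -0.14 with GC content and mean expression held. By quartile of length, the median was 0.16 for the shortest genes and -0.06 for the longest. In 2639 genes with probes at least 500 bases apart, the upstream probe changed by 0.05 more than the downstream one in the median, where RNA degradation would have lowered it. Spearman's correlation of probe GC content with the log2 fold change at 100 μM, across genes, was 0.23, so GC content may contribute. It is not the whole cause by this test, since, among genes well above background on all arrays, 384 were beyond 3-fold after its trend was taken out, against 397 before. The dose cannot be told apart from the culture or array, with 1 array per condition.

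The lists fixed before the data were examined moved as follows. All 41 p53 targets with a value were higher at 10 μM, with a median of 1.23. At 100 μM, 37 of them were higher, with a median of 0.86. Both medians were above all random lists. Of these p53 targets, 4 were either selected by the paper (PPM1D) or excluded by name (MDM2, PCNA and POLH). CDKN1A (p21) and BTG2, also on the list, have rows in Table 1 outside the selected genes. BTG2 (3.34), CDKN1A (2.99) and MDM2 (2.81) rose most at 10 μM, and TNFRSF10C (0.03), SESN2 (0.07) and CCNG1 (0.09) least. The medians of p53 targets in apoptosis were 1.04 (above all random lists) and 0.47 (99.43 percentile) at the 2 doses, and of those in arrest and repair 1.67 and 1.12 (both above all). Secretory phenotype genes, of which 14 of 29 had a value, had medians of 0.72 (99.99 percentile) and 0.44 (99.5 percentile). Without the filter on dim probes, which adds genes not well above background, the medians over all 29 were 0.19 and 0.41. Liver genes had -0.03 (74.64 percentile) and 0.43 (above all), and immediate early genes 0.58 (above all) and 0.04 (37.98 percentile). The median of immediate early genes at 10 μM was 0.27 without the filter on dim probes, 0.27 with the probe of smallest change of each gene and 0.29 with normexp. Integrated stress response genes had -0.73 and -1.17, and replication-dependent histone genes -0.36 and -0.98, all below all random lists. The medians at 100 μM moved with the scaling, from 0.57 to 0.92 for p53 targets, 0.18 to 0.53 for those in apoptosis, 0.83 to 1.18 for those in arrest and repair, 0.15 to 0.5 for secretory phenotype genes, 0.14 to 0.49 for liver genes, -1.46 to -1.11 for integrated stress response genes and -1.27 to -0.92 for histone genes. Under the scalings the liver genes at 10 μM ran from -0.05 to 0.03 and immediate early genes at 100 μM from -0.2 to 0.1, so neither has a direction.

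By the rule for named genes, the largest falls at 100 μM were those of HIST2H3A (-3.86 on the log2 scale), HIST1H3B (-3.81), KIF4A (-3.66), BIRC5 (-3.61) and KIF15 (-3.54). The largest rises there were those of PVRL4 (3.85), FXYD2 (3.81), PDE4C (3.52), SULF2 (3.29) and GPR172B (3.26), the same genes as at 10 μM. FXYD2, PDE4C and GPR172B had control signals of 30.0, 29.6 and 22.0, near the floor of 19.5. NAV3, SLC10A1, CCDC66, CLSTN3 and OR52I2 were the genes highest at 100 μM relative to 10 μM, with log2 ratios of 10 to 100 μM of -2.9, -2.61, -2.58, -2.47 and -2.4.

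Of the DNA damage genes the paper names, CHEK1 was at 0.99 of control at 10 μM and 0.33 at 100 μM, and CHEK2 at 1.25 and 0.52. GAPDH, the reference gene of the paper's qPCR, was at 0.94 and 0.91. Before scaling its signal was 45249 in control cells, 44252 at 10 μM and 34634 at 100 μM, so the value at 100 μM depends on the scaling.

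Across the 23 genes of Table 1, Spearman's rho of the array fold change at 10 μM with the paper's qPCR fold change was 0.7 (two-sided permutation test, p = 0.00038, Benjamini-Hochberg adjusted 0.00076) and Pearson's r on the log2 scale was 0.69 (permutation p = 0.00032, adjusted 0.00076), or 0.66 without the 2 genes farthest from the median. For the ratio of 10 to 100 μM, the second of the 2 relations computed, rho was 0.46 (permutation p = 0.029, adjusted 0.029) and r was 0.61 (permutation p = 0.0032, adjusted 0.0043), but r was 0.27 without the 2 farthest genes, so that relation rests on those genes. Genes are not independent replicates, and these genes were chosen on the same arrays. Over the alternatives rho at 10 μM ran from 0.6 to 0.71. The paper's qPCR values at 10 μM were 1.56 (SD 0.13) for CCDC74B, 1.11 (SD 0.14) for CRABP2 and 1.11 (SD 1.03) for NXPH4, where the arrays gave 9.48, 7.16 and 3.1. The qPCR value of NXPH4 has an SD nearly as large as itself, so its gap to the array is poorly determined. Noise between spots as the cause of the rises on the array is argued against, as the smallest of these 3 log2 fold changes was 4.41 spot-to-spot SDs; this says nothing of the spread of the qPCR. The probe of CCDC74B may bind another sequence, which stays open: the second probe also rose, at least 3.17-fold, and no probe on the array carries the name of the paralog CCDC74A. Among genes that went the other way, IGFBP2 was at 7.77-fold on the array and 33.6-fold in the paper's qPCR, GPR172B at 19.27-fold and 45.13-fold, and EVL at 8.66-fold and 16.36-fold. Their array control signals were 26.4, 22.0 and 25.1, near the floor of 19.5. Those of NXPH4, CRABP2 and CCDC74B were 26.1, 29.2 and 46.7. APOBEC3B, at 40.8, differed little (4.99-fold and 5.96-fold). Low signal as a cause of these gaps was not tested.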
